A study of Homo sapiens with 9 samples. Its data were reported in "RPL6 Interacts with HMGCS1 to Stabilize HIF‐1α by Promoting Cholesterol Production in Hepatocellular Carcinoma" (2025).

How the data were processed

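Poly-A RNA of MHCC97H cells with a control hairpin (shCont) or with hairpin shRPL6-1 or shRPL6-2 was sequenced by the authors as stranded, paired-end Illumina libraries, 3 per group and 9 in all. Groups and replicate numbers were taken from the sample titles. According to the submitters' processing notes, base calls were handled with CASAVA 1.8, and HISAT2, StringTie and edgeR were used with build GRCh38 (versions of the last 3 not given). The gene annotation, the counting program and whether counting used strand are not given in the sources used here, so genes that overlap on opposite strands, and ribosomal protein genes and their processed pseudogenes, are reported as uncertain. The deposited table holds, for 60683 genes, whole-number counts per gene and FPKM of each library, which the authors computed from those counts. FPKM equalled the counts divided by a gene length and the library total (13801 genes compared, of which 52 deviated by a relative 0.0001 or more). Every column of per-sample values was matched to 1 library by its name, every gene had an identifier, and 33 symbols stand on more than 1 identifier.

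Counts were tested with edgeR 4.0.16 in R 4.3.3. Genes with too few counts were removed with filterByExpr at its default settings, which left 16146 of the 32426 genes with any count and 99.8% of all counts, libraries were scaled by TMM, and a quasi-likelihood model at its default settings was fitted to all 9 libraries with 1 term per group, so that the groups share 1 estimate of the spread (common biological coefficient of variation 0.239). The comparisons were shRPL6-1 against shCont, shRPL6-2 against shCont, the genes changed in the same direction with both, and shRPL6-2 against shRPL6-1, which tests the difference between the hairpins. P-values are two-sided and were adjusted by the Benjamini-Hochberg method over all genes tested, with a threshold of 0.05. Standard errors were derived for each fit as the absolute log2 fold change divided by the square root of its F statistic. Levels are TMM-scaled CPM, given as mean ± SD over the 3 libraries of a group. Counts at the study's limits use an unadjusted p under 0.05 and a log2 fold change beyond 1 in either direction.

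Before the data were examined, 23 gene lists, the samples and terms of each fit, the alternatives and the rule for named genes were fixed. The lists are cholesterol genes the study singled out, other cholesterol synthesis enzymes, sterol sensing and uptake, fatty acid synthesis, HIF-1 targets, HIF pathway components, ribosomal proteins of the large subunit (without RPL6) and of the small subunit, ribosome biogenesis factors, p53 targets, integrated stress response, unfolded protein response, cell cycle, EMT and invasion, ECM-receptor and focal adhesion, TGF-beta pathway, hepatocyte genes, interferon-stimulated genes, NF-kB and inflammatory genes, NRF2 targets, mitochondrially encoded genes, and markers of fibroblasts and endothelium and of leukocytes. Each list was tested against all other genes with camera of limma 3.58.1 at a preset correlation of 0.01, and its p-values were adjusted over the 23 lists. An estimated correlation and fry, which compares no sets, were alternatives. Genes are named if they are RPL6, a cholesterol gene the study singled out, SREBF2 or HIF1A. The 10 protein-coding genes with the largest mean log2 fold change in each direction are also named, among those changed in the same direction with both hairpins, with an average log2 CPM of at least 1 and no overlap between hairpin and shCont libraries. From each list up to 4 members with the smallest larger adjusted p among those changed with both hairpins are named, or otherwise up to 2 with the smallest adjusted p with either. Of genes that differ between the hairpins without overlap, the 5 largest in each direction are named, and of genes called in opposite directions up to 3 in each sense. Other list members given with a value were chosen after their values were seen. A few genes that these rules name are not reported here.

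Total counts ran from 13638468 to 16149480 per library. Simulated data were drawn from the shCont means and the library sizes of these samples (16143 genes). Single-gene changes were planted only in genes above 1 CPM in shCont, so recovery of less abundant genes was not measured. The test recovered 87.9% of 4-fold, 28.4% of 2-fold and 1.49% of 1.5-fold changes for shRPL6-1 against shCont. For shRPL6-2 against shCont it recovered 89.4%, 26.9% and 5.97%, and it called 6 and 9 of 15897 unchanged genes. The list test, tested on simulated data in the same way, called the 1 shifted list and 2 of the other lists. With a GC trend simulated in shCont replicates 1 and 2, the test of shRPL6-1 against shCont recovered 81.8% of 4-fold and 19.4% of 2-fold changes. It then called 15 of 15897 unchanged genes. For the shared controls, 20 simulations drew all 9 libraries, shCont included, from the shCont means and set both unchanged groups against the same simulated controls. The real shCont libraries did not enter these comparisons. Shares of counts and trends with GC content were compared by two-sided exact permutation tests, which with 3 against 3 cannot go below 0.1.

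The alternatives were no filter on low counts (at least 1 count in any library), a filter of 1 CPM in 3 libraries, DESeq2 size factors in edgeR, the DESeq2 1.42.0 Wald test, TMM without ribosomal protein and mitochondrial genes, limma on log2(FPKM + 1) and log2(FPKM + 0.1), a fit of only the 2 groups compared, the replicate number as a block, and each library left out in turn. A correction for GC content, taken as an offset from a spline with 6 degrees of freedom on transcript GC content, the same with transcript length added, and the TMM alternative for the lists were chosen after seeing the data. The 15996 tested genes with a GC value (99.1%) entered these corrections. Ranges over the alternatives, with their lowest and highest values, leave out the replicate block and fry. No scaling moved the median log2 fold change of all genes by 0.05 or more. The target sequences of the hairpins came from the study's reagent list and served only as search queries against the GRCh38 genome and transcripts, for the position of each target, for seed matches in 3′ UTRs and for near-complete matches in other transcripts.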

Results

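Messenger RNA was sequenced from MHCC97H cells, a human hepatocellular carcinoma (HCC) line of high metastatic potential, to find the transcripts that change when the large-subunit ribosomal protein RPL6 is depleted. The 9 libraries form 3 groups of 3. The cells carried a control short hairpin RNA (shCont) or either of a pair of hairpins against RPL6 (shRPL6-1 and shRPL6-2). Gene counts summed to 13677400, 15146181 and 15132355 in shCont replicates 1, 2 and 3. They summed to 16149480, 14825311 and 14558768 with shRPL6-1 and to 14823576, 13638468 and 13739952 with shRPL6-2. No source used here says that the libraries of a group came from separate cultures, so the p-values measure only the spread between these libraries, which may be technical. No pair within a group agreed within sampling noise (chi-square per degree of freedom 10.2 to 65.5).

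The libraries differed between groups in makeup. Mitochondrially encoded genes took 6.79% ± 0.345 of the counts in shCont (mean ± SD, n = 3), 5.03% ± 0.392 with shRPL6-1 and 4.87% ± 1.01 with shRPL6-2. Ribosomal protein genes other than RPL6 took 3.96% ± 0.554, 5.28% ± 0.193 and 6.28% ± 0.553. Each hairpin group lay wholly on one side of shCont in both shares, with an exact permutation p of 0.1, the smallest that 3 against 3 allow. The Spearman correlation, across genes, of a library's deviation from the mean of all libraries with transcript GC content was −0.533, −0.515 and 0.243 in shCont replicates 1, 2 and 3, so that shCont replicate 3 stood apart from its group. It was 0.267, −0.108 and −0.0195 with shRPL6-1 and 0.331, 0.580 and 0.107 with shRPL6-2 (two-sided exact permutation p = 0.3 and 0.2 against shCont). The same correlation with transcript length was 0.302, 0.321 and 0.0246 in shCont replicates 1, 2 and 3. With shRPL6-1 the length correlation was −0.179, 0.0817 and −0.0076, and with shRPL6-2 −0.328, −0.375 and −0.0775.

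**Figure D1:**
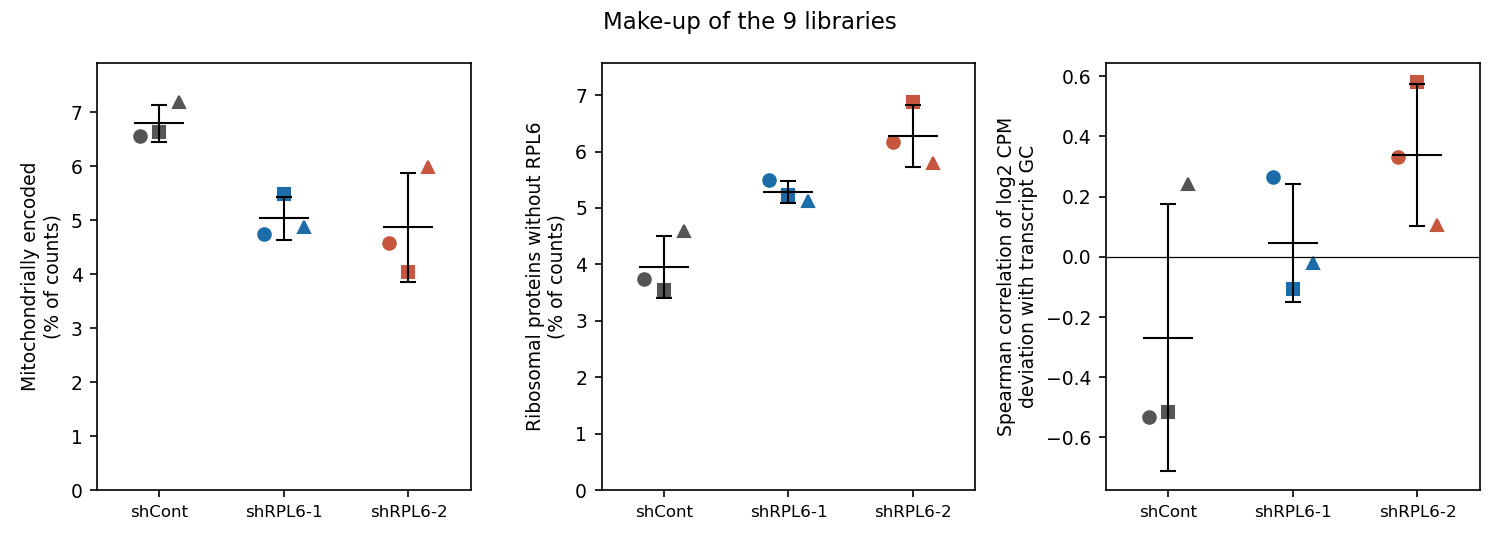
Share of counts from mitochondrially encoded genes (%), share from ribosomal protein genes other than RPL6 (%), and Spearman correlation across genes of each library's deviation with GC content, for the 9 libraries in 3 groups; circle, square and triangle mark replicates 1, 2 and 3, and black lines and bars give the mean ± SD. The shCont triangle at 0.243 in the GC panel lies above the other shCont libraries at −0.533 and −0.515.

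RPL6 was low in every hairpin library and high in every shCont library. The gene (ENSG00000089009, chromosome 12, 112405190 to 112418838, GRCh38) had 7501, 8584 and 7095 counts in shCont replicates 1, 2 and 3. It had 217, 189 and 233 with shRPL6-1 and 177, 143 and 285 with shRPL6-2. After scaling it fell from 498.6 ± 19.8 CPM (scaled counts per sequencing depth) in shCont to 14.1 ± 1.54 with shRPL6-1 (2.83% remaining) and 15.1 ± 5.42 with shRPL6-2 (3.03% remaining; mean ± SD, n = 3 each). The log2 fold changes were −5.14 (SE 0.25, adjusted p = 2.9e-06) and −5.04 (SE 0.25, adjusted p = 3.4e-06). Each adjusted p of a gene is from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The shRPL6-1 target lies in the coding sequence in exon 3 (chromosome 12, 112408243 to 112408261, GRCh38, own match). The shRPL6-2 target lies in the coding sequence in exon 5 (112406304 to 112406322). The processed pseudogenes RPL6P27, AC115223.1 and AC009245.1 fell with it, with log2 fold changes of −5.64, −5.96 and −5.78 with shRPL6-1 and −5.67, −5.93 and −5.66 with shRPL6-2. They are near-identical copies of RPL6, so the split of reads among these genes is uncertain. The shRPL6-1 target also matches each of these pseudogenes exactly. That of shRPL6-2 matches RPL6P27 and AC115223.1 exactly but not AC009245.1. Whether the pseudogene transcripts were themselves silenced was not tested.

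With both hairpins GANAB, the catalytic subunit of the endoplasmic reticulum glucosidase that trims N-glycans, rose from 160.0 ± 40.1 CPM in shCont to 796 ± 40.4 with shRPL6-1 and 811 ± 67.7 with shRPL6-2 (n = 3 each). The log2 fold changes were 2.31 and 2.34 (SE 0.19 for both, adjusted p = 0.000323 and 0.000208). TXNIP, which binds thioredoxin and restrains glucose uptake, rose by log2 1.73 and 2.11, and PPP1R15A, which lets translation recover after stress, by 1.96 and 1.83. Among the largest falls were SERPINB5, the serpin maspin (−2.86 and −3.68), the p53-induced genes TP53INP1 (−2.77 and −3.34) and ZMAT3 (−1.89 and −3.19). ANKRD46 (−1.86 and −3.08), SLFN5 (−1.87 and −2.99), FAM111B (−2.14 and −2.52) and SH2B3, an adaptor of cytokine receptors (−1.40 and −3.06), fell too. So did RASD1 (−2.04 and −2.35) and AP3B2 (−2.48 and −1.85). SH2B3 was also called lower with shRPL6-2 than with shRPL6-1 (difference −1.66), and its 3′ UTR holds 3 matches of the shRPL6-2 seed. Among less abundant genes MAMDC2 (3.21 and 2.67), DET1 (2.66 and 2.12), CRB1 (2.07 and 2.55) and CPA3, a mast cell carboxypeptidase (2.47 and 2.03), rose. The same held for AL713999.1 (4.35 and 4.25), NEDD8-MDP1 (3.37 and 3.68) and AL355987.1 (3.18 and 3.65), each below 1 CPM in shCont on average. NEDD8-MDP1 joins neighbouring genes, so reads assigned to it are uncertain. Leaving out 1 library ended 12 of these 19 calls with shRPL6-1 (adjusted p 0.0512 to 0.166). The numbers were 8 and 11 without shCont replicates 1 and 2, 11, 5 and 8 without shRPL6-1 replicates 1, 2 and 3, and 1 each without shRPL6-2 replicates 1 and 2, while CPA3, DET1, FAM111B, GANAB, SERPINB5, TP53INP1 and TXNIP held. With shRPL6-2 it ended 2 of 19, MAMDC2 and AP3B2 (adjusted p 0.0505 to 0.0643). Both ended without shCont replicate 1, shCont replicate 2 or shRPL6-2 replicate 2, and 1 of them without shRPL6-2 replicate 1. CRB1 with shRPL6-1 ended with the GC and length correction too, at 2.35 (SE 0.71, before 0.57).

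Of 16146 genes tested, 717 were higher and 657 lower with shRPL6-1 than with shCont, and 2145 were higher and 2354 lower with shRPL6-2. With both hairpins 594 genes were higher and 551 lower, 83.3% of the shRPL6-1 calls. Independent lists of these sizes would share 95.3 and 95.8, which leaves out the shared controls. In the simulation all 9 libraries, shCont included, were drawn from the shCont means and each gene's spread, without effects. Such unchanged groups shared 0.05 and 0. This leaves out the effects and any deviation that a real shCont library shows across many genes. Across genes, which are not independent replicates, the log2 fold changes of the hairpins correlated with Pearson r = 0.798 (Spearman 0.821; 0.495 and 0.468 in the simulation). Their covariance was 0.377 against 0.0674 simulated, a difference of 0.310, and 83.4% of genes had the same sign (66.7% simulated). The controls could not be split into sets of 2 libraries each, so part of the excess may come from the shared controls. The number of calls changed widely when 1 library was left out, which also leaves fewer libraries in the shared fit. With shRPL6-1 it was 141, 99 and 4783 without shCont replicates 1, 2 and 3. It was 103, 211 and 185 without shRPL6-1 replicates 1, 2 and 3, and 632 without shRPL6-2 replicate 1. With shRPL6-2 it was 1567, 1378 and 7201 without shCont replicates 1, 2 and 3, and 2353 and 1802 without shRPL6-2 replicates 1 and 2. For both hairpins together it was 110, 76 and 4260 without shCont replicates 1, 2 and 3. It was 89, 186 and 167 without shRPL6-1 replicates 1, 2 and 3, and 473 without shRPL6-2 replicate 1.

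Transcripts of several enzymes of cholesterol synthesis, the pathway the study linked to RPL6, were lower with both hairpins. HMGCS1 (ENSG00000112972, chromosome 5, 43287470 to 43313512), which makes HMG-CoA, fell from 168 ± 57.4 CPM in shCont to 65.4 ± 4.11 with shRPL6-1 and 70.5 ± 9.61 with shRPL6-2 (n = 3 each). The log2 fold changes were −1.36 and −1.25 (SE 0.24 for both, adjusted p = 0.0143 and 0.00734). FDFT1, which makes squalene, fell by 0.65 and 0.46 on the log2 scale (SE 0.14 for both, adjusted p = 0.0271 and 0.036). Among other enzymes of the pathway MSMO1 fell from 54.9 ± 26.5 CPM to 12.6 ± 1.74 and 12.5 ± 1.49 (−2.12 and −2.14). IDI1 fell by 1.54 and 1.82, SQLE by 1.47 and 1.43 and HSD17B7 by 1.19 and 0.81. Of the sterol-responsive genes, STARD4, a sterol carrier, fell by 1.74 and 1.88. INSIG1, which retains the SREBP activation complex, fell by 1.29 and 1.35, and SOAT1, which esterifies cholesterol, by 0.81 and 0.74. The shRPL6-2 calls of SOAT1 and HSD17B7 ended with the GC correction, as the log2 fold changes went from −0.74 (SE 0.21) to −0.26 (SE 0.11) and from −0.81 (SE 0.24) to −0.39 (SE 0.22). With the GC and length correction they were −0.08 and −0.38.

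Of the 8 cholesterol genes that the study singled out, 3 fell and 5 did not pass with each hairpin (5 and 3 lower when adjusted over the list alone). The study reached these genes partly through its knockdown RNA-seq, beside xenograft RNA-seq and RIP-seq, so the counts are not independent evidence of its direction. It then screened the same genes by qRT-PCR in RPL6-depleted cells, a separate measurement. The log2 fold changes of the others were −0.47 and −0.26 for MVK and −0.51 and −0.11 for MVD. They were 0.21 and 0.35 for FDPS, −0.17 and −0.28 for LSS and −0.93 and −0.77 for SC5D (adjusted p 0.0794 to 0.644). With the GC correction MVK (−0.66 and −0.59) and MVD (−0.79 and −0.60) passed with both hairpins and LSS (−0.64) with shRPL6-2, so that 5 of the 8 fell with shRPL6-1 and 6 with shRPL6-2. Without shCont replicate 3 SC5D passed with both (−1.36 and −1.19). That of SREBF2, which encodes the sterol-regulated activator SREBP2, was −0.31 and −0.13 (adjusted p = 0.14 and 0.443), and with the GC correction it passed with both (−0.49 and −0.45). As a list they were lower with shRPL6-1 (camera, adjusted p = 0.00303, range over its alternatives 0.000112 to 0.189). With shRPL6-2 the list did not pass (adjusted p = 0.12, range 0.00637 to 0.417). Of 14 other enzymes of the pathway, 5 fell with shRPL6-1 (camera, adjusted p = 0.000129, range 2.3e-05 to 0.089). Within the list, 1 rose and 7 fell adjusted over the list alone. With shRPL6-2, 6 fell and PMVK rose by 1.22, with the same counts adjusted over the list alone. The list was lower (adjusted p = 0.0198, range 0.00467 to 0.265, and 0.0554 without shRPL6-2 replicate 3). Of 15 genes of sterol sensing and uptake, 3 fell with shRPL6-1 (1 higher and 5 lower adjusted over the list alone; adjusted p = 0.0317, range 0.0143 to 0.189). With shRPL6-2, 7 fell, among them the sterol exporter ABCA1 (−1.15), and the oxysterol receptor NR1H2 rose (1.04). That made 3 higher and 7 lower adjusted over the list alone, and the list did not pass (adjusted p = 0.0736). None of these lists passed with an estimated correlation. With shRPL6-1 they gave adjusted p = 0.189, 0.089 and 0.189 with an estimated correlation in the order given, and the other enzymes gave adjusted p = 0.265 with shRPL6-2.

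In these groups shCont replicate 3 lay between the other shCont libraries and the hairpin libraries. HMGCS1 had 197, 205 and 102 CPM in shCont replicates 1, 2 and 3, and MSMO1 71.1, 69.3 and 24.3. Leaving out 1 library ended all 9 calls of the cholesterol and sterol genes named above with shRPL6-1 (adjusted p 0.0517 to 0.157). It ended 8 and 9 without shCont replicates 1 and 2, 9, 9 and 7 without shRPL6-1 replicates 1, 2 and 3, and 2 without shRPL6-2 replicate 1. With shRPL6-2, HMGCS1, IDI1, INSIG1, MSMO1, SQLE and STARD4 held and FDFT1, HSD17B7 and SOAT1 ended (adjusted p 0.057 to 0.138). Of these, 3 each ended without shCont replicates 1 and 2, 1 each without shRPL6-1 replicates 1 and 3, and 3, 3 and 2 without shRPL6-2 replicates 1, 2 and 3.

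**Figure D2:**
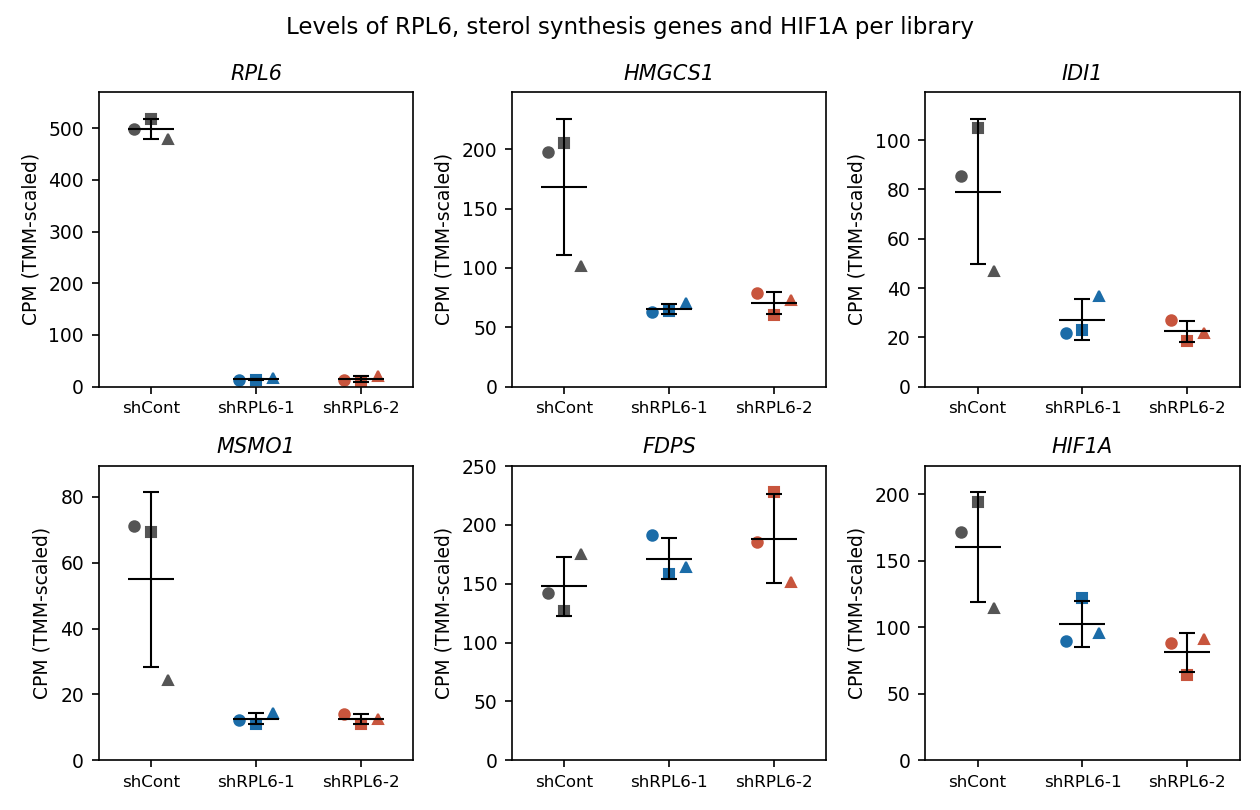
TMM-scaled CPM of RPL6, HMGCS1, IDI1, MSMO1, FDPS and HIF1A in the 9 libraries of shCont, shRPL6-1 and shRPL6-2; circle, square and triangle mark replicates 1, 2 and 3, and black lines and bars give the mean ± SD (n = 3). RPL6 fell to 2.83% and 3.03% of its shCont level, and HMGCS1, IDI1 and MSMO1 of shCont replicate 3 lay between the other shCont libraries and the hairpin libraries.

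Several genes of fatty acid synthesis fell with the sterol genes. SCD, the desaturase that makes oleate, went from 827 ± 376 CPM to 196 ± 53.2 with shRPL6-1 and 196 ± 76.5 with shRPL6-2 (n = 3 each). The log2 fold changes were −2.08 and −2.07 (SE 0.39 for both, adjusted p = 0.0163 and 0.00652). ACSL1, which activates long-chain fatty acids, fell by 1.49 and 1.60, the elongase ELOVL6 by 1.37 and 1.14, and ACSS2, which makes acetyl-CoA from acetate, by 0.66 and 0.77. Of 15 such genes 4 fell with shRPL6-1 and 8 with shRPL6-2 (10 and 9 adjusted over the list alone). The list was lower with both (camera, adjusted p = 4.7e-06, range over its alternatives 1.6e-07 to 0.3, and 0.000135, range 6.9e-06 to 0.417). The upper ends are the adjusted p = 0.3 and 0.417 with an estimated correlation. SCD had 1024, 1063 and 393 CPM in shCont replicates 1, 2 and 3. With shRPL6-1 only ACSL1 held when 1 library was left out (adjusted p of the others 0.0548 to 0.139). Of the 4 calls 3 ended without shCont replicate 1 or 2 or shRPL6-1 replicate 1 or 3, and 2 without shRPL6-1 replicate 2 or shRPL6-2 replicate 1. With shRPL6-2 ACSL1 and SCD held (2 ended without shCont replicate 2 and 1 each without shCont replicate 1 and shRPL6-2 replicates 1 and 2; adjusted p 0.0507 to 0.101). ELOVL6 also ended there with the GC and length correction, going from −1.14 (SE 0.32) to −0.55 (SE 0.21).

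HIF1A (ENSG00000100644, chromosome 14, 61695513 to 61748259), the oxygen-regulated subunit of HIF-1 which the study also asked about, fell from 160 ± 41.2 CPM to 81.2 ± 14.7 with shRPL6-2 (n = 3 each; log2 fold change −0.98, SE 0.23, adjusted p = 0.0125). It was at 103 ± 17.3 CPM with shRPL6-1 (−0.64, SE 0.22, adjusted p = 0.0915, range over its alternatives 0.0117 to 0.278), where it passed with the DESeq2 Wald test (−0.66, adjusted p = 0.0447) and without shCont replicate 3 (−0.83, adjusted p = 0.0117). A difference between the hairpins in it was not shown (−0.34, adjusted p = 0.601). The study's claim is about the stability of the HIF-1α protein, which RNA does not measure, and about target genes after hypoxia. The sample titles name no hypoxia, so the RNA values here do not test that claim. The vasodilator peptide gene ADM rose by log2 1.18 and 0.86. Of 33 genes fixed as HIF-1 targets 2 rose with shRPL6-1, ADM among them. With shRPL6-2 4 rose, among them ADM and the glycolytic ENO1 (0.68) and TPI1 (1.13). The 7 that fell were the hexokinases HK1 (−0.46) and HK2 (−0.57), PDK1 (−1.23), EGLN3 (−1.23), BNIP3L (−1.20), PLOD2 (−0.99) and CA12 (−0.83). Adjusted over the list alone, 2 rose with shRPL6-1, and 5 rose and 8 fell with shRPL6-2. The list as a whole passed with neither (camera, adjusted p = 0.521 and 0.627). Of 9 components of the HIF pathway, MDM2, the p53 ligase, fell with shRPL6-1 (−0.90; 1 higher and 2 lower adjusted over the list alone). With shRPL6-2 EGLN2 (0.79) rose and HIF1A, EPAS1 (−0.55) and MDM2 (−0.96) fell, with the same counts adjusted over the list alone. That list passed with neither (adjusted p = 0.729 and 0.536). The HIF1A call with shRPL6-2 ended without shCont replicate 2 (adjusted p = 0.0581) or shRPL6-2 replicate 2 (0.0518). Over its alternatives it ranged from 0.000528 to 0.0623, the latter with the GC and length correction, where its log2 fold change was −0.33 (SE 0.12). That correction also ended MDM2 with shRPL6-2, from −0.96 (SE 0.24) to −0.35 (SE 0.13). With shRPL6-1 both ADM and MDM2 ended when 1 library was left out (adjusted p 0.0502 to 0.165), 2 without each of shCont replicates 1 and 2 and the shRPL6-1 replicates and 1 without shRPL6-2 replicate 1. With shRPL6-2 all 3 of HIF1A, ADM and MDM2 ended without shCont replicate 2 or shRPL6-2 replicate 2, 2 without shCont replicate 1 and 1 without shRPL6-2 replicate 1 (adjusted p 0.0518 to 0.0787).

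Genes of the other ribosomal proteins were higher with both hairpins. RPL21 rose by log2 1.05 with shRPL6-1 and 1.24 with shRPL6-2, RPL28 by 0.96 and 1.24, RPL11 by 0.98 and 1.11 and RPL24 by 0.66 and 0.92. RPS15 also rose with both, RPS13 by 0.78 and 1.05, RPS12 by 0.67 and 0.86 and RPS27 by 0.60 and 1.04. Of 46 large-subunit genes besides RPL6, 10 rose with shRPL6-1 and 33 with shRPL6-2 (16 and 36 adjusted over the list alone). The list was higher with both (median log2 fold change 0.53 and 0.87; camera, adjusted p = 4.6e-09 and 2.2e-14). Of 32 small-subunit genes, 5 rose and RPS24 fell (−1.82) with shRPL6-1 and 22 rose with shRPL6-2 (16 higher and 1 lower, and 24 higher, adjusted over the list alone). Their median was 0.55 and 0.86 (adjusted p = 4.7e-06 and 3.8e-11). With an estimated correlation these gave adjusted p = 0.3 and 0.265 for the large and 0.353 and 0.265 for the small subunit. These were the highest values over the alternatives, and the lowest were 2.1e-15 and 4.9e-22, and 7.4e-11 and 3.9e-17. Among 27 ribosome biogenesis factors RRP12 (0.87 and 0.61), NOP56 (0.56 and 0.52) and PES1 (0.61 and 0.53) rose with both hairpins. In all 3 rose with shRPL6-1 and 8 with shRPL6-2 (9 and 8 adjusted over the list alone). This list was higher with shRPL6-1 (adjusted p = 0.00664, range 7.4e-05 to 0.322). The adjusted p = 0.322 was with an estimated correlation, and without shCont replicate 3 it was 0.0795. With shRPL6-2 the list did not pass (adjusted p = 0.162). Ribosomal protein genes have many processed pseudogenes, so each single value is uncertain. Their share of the counts was 3.74%, 3.55% and 4.59% in shCont replicates 1, 2 and 3.

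None of the 11 named calls of ribosomal protein and biogenesis genes with shRPL6-1 held with each library left out (adjusted p 0.0501 to 0.186). The number ended was 10 and 11 without shCont replicates 1 and 2, 11, 10 and 9 without shRPL6-1 replicates 1, 2 and 3, and 7, 1 and 2 without shRPL6-2 replicates 1, 2 and 3. With shRPL6-2 the 8 ribosomal protein calls held and RRP12, NOP56 and PES1 ended when 1 library was left out (adjusted p 0.0508 to 0.137). That was 3 each without shCont replicates 1 and 2, 1 each without shRPL6-1 replicates 1 and 3, and 2, 3 and 2 without shRPL6-2 replicates 1, 2 and 3. With the GC and length correction RPS13 ended with both hairpins, as its log2 fold change went from 0.78 (SE 0.19) to 0.47 (SE 0.22) with shRPL6-1 and from 1.05 (SE 0.19) to 0.57 (SE 0.22) with shRPL6-2. The shRPL6-2 calls of RRP12 and PES1 ended with the GC correction, going from 0.61 (SE 0.17) to 0.28 (SE 0.17) and from 0.53 (SE 0.17) to 0.21 (SE 0.11).

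**Figure D3:**
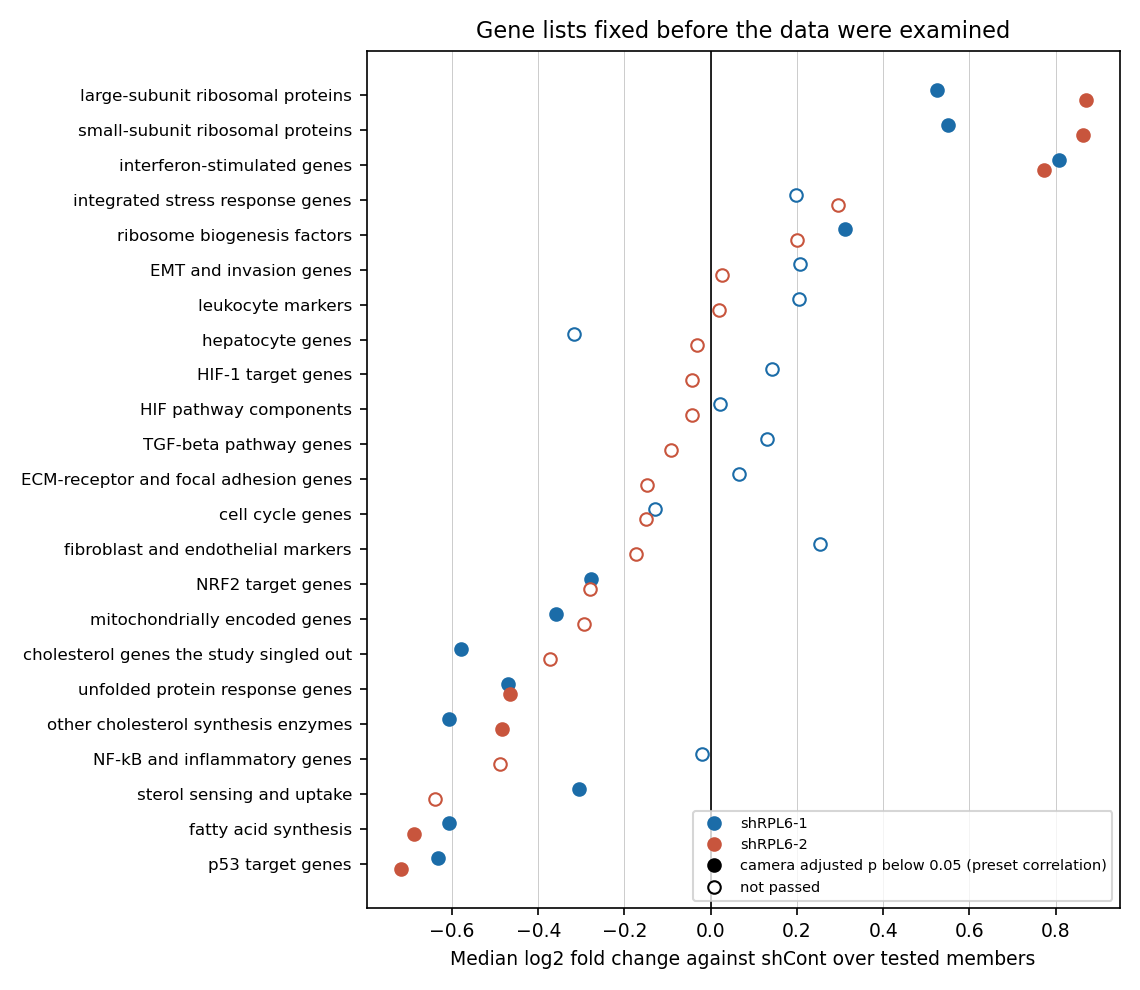
Median log2 fold change against shCont over the tested members of each of the 23 gene lists, with shRPL6-1 (blue) and shRPL6-2 (red); filled points passed camera with the preset correlation and open points did not. The ribosomal protein lists have medians of 0.53 and 0.55 with shRPL6-1 and 0.87 and 0.86 with shRPL6-2, and the p53 target list −0.63 and −0.72.

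Targets of p53, the stress-activated tumour suppressor, were lower with both hairpins. POLH, a translesion polymerase, fell by 0.87 and 0.94 on the log2 scale and BTG2, which restrains proliferation, by 0.96 and 0.96. CCNG1, a cyclin of the p53 feedback loop, fell by 1.06 and 1.26, and TP53INP1 by 2.77 and 3.34. Of 24 targets 10 fell with shRPL6-1, among them SESN1 (−1.65), RRM2B (−1.55) and TIGAR (−1.03). With shRPL6-2 13 fell, among them CDKN1A (−1.66), FAS (−0.88) and GDF15 (−0.56), and none rose with either. The counts adjusted over the list alone were 1 higher and 15 lower, and 2 higher and 13 lower. The list was lower with both hairpins (camera, adjusted p = 1.1e-05, range over its alternatives 2e-07 to 0.0834, and 2.3e-05, range 3.2e-09 to 0.112). The upper ends are the adjusted p = 0.0834 and 0.112 with an estimated correlation. With shRPL6-1 the calls of POLH, BTG2 and CCNG1 ended without shCont replicate 1 or 2 or any 1 of the shRPL6-1 replicates (adjusted p 0.0573 to 0.0958) and TP53INP1 held, and with shRPL6-2 all 4 held.

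Among stress genes, the integrated stress response factor ATF4 rose by log2 1.06 (SE 0.14, adjusted p = 0.00709) with shRPL6-1 and 1.03 (adjusted p = 0.00268) with shRPL6-2. Its targets DDIT3 (1.52 and 1.37) and TRIB3 (0.87 and 1.03) rose too, while CHAC1, which degrades glutathione (−1.23 and −0.95), and the asparagine synthetase ASNS fell. Of 21 genes of that response 3 rose and 2 fell with shRPL6-1 and 5 rose and 3 fell with shRPL6-2 (4 and 2, and 7 and 3, adjusted over the list alone). The list passed with neither (camera, adjusted p = 0.219 and 0.193). Several genes of the unfolded protein response fell, with the chaperone HSPA5 at −0.68 and −0.84, DNAJB9 at −1.34 and −2.81, and the degradation factors SEL1L at −0.79 and −1.25 and EDEM1 at −0.66 and −0.74. Of the 16 genes of that list 4 fell with shRPL6-1 and 7 with shRPL6-2 (9 and 8 adjusted over the list alone). The list was lower with both (adjusted p = 2.4e-05, range 1.7e-07 to 0.0657, and 0.00113, range 3.7e-05 to 0.112). Again the upper ends, adjusted p = 0.0657 and 0.112, were with an estimated correlation. Of 16 targets of NRF2, the antioxidant regulator, the transporter gene ABCC3 (−0.96 and −0.87), HMOX1 (−0.72 and −0.55) and TXNRD1 (−0.92 and −0.78) fell and OSGIN1 (0.71 and 0.90) rose. In all 1 rose and 5 fell with shRPL6-1, the same adjusted over the list alone. The list was lower there (adjusted p = 0.0205, range 0.00322 to 0.3, and 0.0686 without shRPL6-1 replicate 3), with adjusted p = 0.3 with an estimated correlation. With shRPL6-2 3 rose and 5 fell (3 and 6 adjusted over the list alone; adjusted p = 0.404). Of 12 named stress genes ABCC3, ATF4 and DDIT3 held with shRPL6-1 when 1 library was left out (adjusted p of the others 0.0534 to 0.167). The other 9 ended without each of shCont replicates 1 and 2 and the shRPL6-1 replicates, and 6, 1 and 1 without shRPL6-2 replicates 1, 2 and 3. With shRPL6-2 CHAC1, EDEM1, HMOX1 and TXNRD1 ended (adjusted p 0.0511 to 0.125). That was 4 each without shCont replicates 1 and 2, 1 without shRPL6-1 replicate 1, and 3 and 2 without shRPL6-2 replicates 1 and 2, and TXNRD1 ended with the GC and length correction too, going from −0.78 (SE 0.24) to −0.47 (SE 0.16). OSGIN1 ended with both hairpins with the GC correction, from 0.71 (SE 0.18) and 0.90 (SE 0.18) to 0.46 (SE 0.19 for both).

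Cell cycle genes moved both ways. CCNE1 (−0.79 and −0.81) and CCNE2 (−1.90 and −2.23), the E cyclins of S phase entry, and the replication clamp PCNA (−0.77 and −0.95) fell with both hairpins, and the mitotic kinase AURKB rose (0.87 and 0.89). Of 26 genes 2 rose and 4 fell with shRPL6-1 and 4 rose and 9 fell with shRPL6-2 (4 and 5, and 4 and 9, adjusted over the list alone). The list passed with neither (camera, adjusted p = 0.173 and 0.378). Of 32 ECM-receptor and focal adhesion genes TLN1, which links integrins to actin, rose (0.79 and 0.68) and the integrin ITGAV fell (−0.95 and −1.36) with both. With shRPL6-1, THBS1 (1.77), COL4A1 (1.21), COL5A1 (1.15), CAV1 (0.77) and FLNA (0.58) also rose. With shRPL6-2 the integrins ITGA2 (−1.86), ITGB1 (−1.22) and ITGA6 (−1.07) were among 9 that fell. In all 7 rose and 1 fell, and 1 rose and 9 fell (8 and 2, and 3 and 10, adjusted over the list alone; adjusted p = 0.0565 and 0.184). Of 22 genes of epithelial-mesenchymal transition (EMT) and invasion TGFBI, a secreted TGF-beta product (0.99), and CDH2, N-cadherin (0.81), rose with shRPL6-1. With shRPL6-2 S100A4, a calcium-binding protein of motile cells, rose (0.93) and the epithelial adhesion gene EPCAM fell (−1.03). Adjusted over the list alone 3 rose and 1 fell, and 1 rose and 1 fell (adjusted p = 0.0622 and 0.845). Of 18 TGF-beta pathway genes BMP4 (2.13), LTBP1 (0.97) and TGFB2 (0.67) rose with shRPL6-1. With shRPL6-2 ID2 (−1.13), SKIL (−1.08) and TGFBR2 fell (3 with each adjusted over the list alone; adjusted p = 0.173 and 0.489).

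Of 23 interferon-stimulated genes IFIT1 (1.18 and 1.17) and IFIT2 (0.96 and 0.77), which restrain translation of viral RNA, rose with both hairpins. In all 2 rose with shRPL6-1 and 5 with shRPL6-2 (5 and 5 adjusted over the list alone). The list was higher with both (camera, adjusted p = 1.7e-05, range over its alternatives 8.8e-11 to 0.393, and 0.000905, range 4.2e-06 to 0.587). The upper ends were adjusted p = 0.393 and 0.587 with an estimated correlation. Of 17 NF-kB and inflammatory genes the cytokine IL6 rose (1.49) and NFKB1 fell (−0.73) with shRPL6-1. The chemokine CXCL8 (−2.47) and the apoptosis inhibitor BIRC3 (−1.23) were among 4 that fell with shRPL6-2. Adjusted over the list alone the counts were the same, and the list passed with neither (adjusted p = 0.793 and 0.107). Of 13 mitochondrially encoded genes none passed with shRPL6-1, and MT-ND4 (−0.68), MT-CO1 (−0.56) and MT-ND4L fell with shRPL6-2 (none and 3 adjusted over the list alone). With the GC correction MT-ND4, at −0.45 (SE 0.16, before 0.18), and MT-CO1, at −0.43 (SE 0.15, before 0.16), ended with shRPL6-2, and MT-CO1 passed with shRPL6-1 (−0.53). That list was lower with shRPL6-1 (adjusted p = 0.0387, range 0.00322 to 0.593), with adjusted p = 0.593 with an estimated correlation. Without shCont replicate 3 and shRPL6-1 replicates 1 and 3 it was 0.432, 0.0755 and 0.129. With shRPL6-2 the list did not pass (adjusted p = 0.184). Of 24 hepatocyte genes 7 were tested and none passed (adjusted p = 0.224 and 0.889), CEBPA being at −0.73 and −0.13. CEBPA passed with both hairpins with the GC correction (−0.97 and −0.61). Of 12 fibroblast and endothelial and 12 leukocyte markers, 5 of each were tested. The 1 call was the endothelial cadherin CDH5 with shRPL6-2 (−1.03), and neither list passed (adjusted p = 0.793 and 0.555, and 0.897 and 0.946). With the GC correction CDH5 passed with shRPL6-1 too (−0.63) and COL1A1 with both (−0.63 and −0.73). With shRPL6-1 median, mean and test differed in sign for both marker lists (median 0.25 and 0.21, mean 0.07 and −0.02, test lower) and the HIF pathway (0.02, −0.13, lower). With shRPL6-2 they did for the EMT list (0.03, −0.02, higher) and leukocyte markers (0.02, −0.03, higher).

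Of the named genes of the cell cycle, adhesion, signalling, interferon, mitochondrial and marker lists, the 9 calls with shRPL6-1 ended when 1 library was left out (adjusted p 0.0527 to 0.149). The counts were 8 and 9 without shCont replicates 1 and 2, 8, 7 and 8 without shRPL6-1 replicates 1, 2 and 3, and 2 without shRPL6-2 replicate 1. Of 16 with shRPL6-2, BIRC3, CCNE2, CDH5, CXCL8, ID2, IFIT2, ITGAV, PCNA and S100A4 held when 1 library was left out (adjusted p of the others 0.0502 to 0.0996). Without shCont replicates 1 and 2, 5 and 6 ended, and without shRPL6-2 replicates 1 and 2, 2 and 3. The S100A4 call with shRPL6-2 ended with the GC and length correction, as its log2 fold change went from 0.93 (SE 0.19) to 0.30 (SE 0.13). The shRPL6-2 calls of TLN1 and SKIL ended with the GC correction, going from 0.68 (SE 0.16) to 0.38 (SE 0.14) and from −1.08 (SE 0.25) to −0.44 (SE 0.15). Without shCont replicate 3 ID2 (−0.62), SKIL (−0.91), CXCL8 (−1.26) and BIRC3 (−0.62) were called lower with shRPL6-1 and TGFBI (0.65) higher with shRPL6-2.

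The hairpins were then compared with each other, to ask which changes depended on the hairpin. With shRPL6-1, TYMS, which makes thymidylate for DNA synthesis, fell from 147 ± 13.5 CPM to 38.4 ± 5.67 and was at 155 ± 18.8 with shRPL6-2 (n = 3 each; difference 2.01 on the log2 scale, SE 0.17, adjusted p = 0.00116). RPS24, a small-subunit ribosomal protein gene, fell from 709 ± 51.3 to 200.2 ± 38.3 and was at 675 ± 20.4 (difference 1.75, SE 0.17, adjusted p = 0.00213). The RPS24 pseudogene RPS24P8 (2.09) and the processed pseudogenes AL009174.1 (1.93) and AC007182.2 (1.85) also differed in that direction. With shRPL6-2, PLRG1, a spliceosome component (difference −2.56), NID1, a basement membrane protein (−2.30), CLDN1, a tight junction protein (−2.27), and CNN3, an actin-binding calponin (−1.69), were lower than with shRPL6-1. PSG4, a pregnancy-specific glycoprotein, was lower too (−1.99), after a rise with shRPL6-1. The pseudogenes can share reads with their parents, PSG4 with its paralogs, and TYMS with a gene that overlaps it on the opposite strand, so these values are uncertain.

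The test of the difference called 62 genes, 11 higher and 51 lower with shRPL6-2 than with shRPL6-1. Of 3351 genes that passed with shRPL6-2 but not with shRPL6-1, 3265 had the same sign with shRPL6-1 and 38 differed between the hairpins, so most of that gap in calls was not shown to be a difference. UBASH3B and ADH5 rose with shRPL6-1 (0.73 and 0.54) and fell with shRPL6-2 (−0.63 and −0.50), and EMC10 fell (−0.68) and rose (0.77). With the GC correction the shRPL6-2 calls of these 3 ended, at −0.33, −0.09 and 0.46 (adjusted p = 0.106, 0.732 and 0.0914). Among the lists, ribosomal proteins of the large (median 0.28, 0 genes called, 41 of 46 positive) and small subunit (0.29, RPS24 called) were higher with shRPL6-2 than with shRPL6-1 (camera, adjusted p = 5.3e-07 for both, lowest over the alternatives 7.8e-09 and 6.1e-08). ECM-receptor and focal adhesion genes (median −0.34, with THBS1 called at −1.68; adjusted p = 1.2e-08, lowest 6e-16) and TGF-beta pathway genes (−0.40; 0.000359, lowest 7.2e-06) were lower. So were NF-kB genes (−0.47; 0.00395, lowest 2.8e-05) and EMT genes (−0.41; 0.0447, lowest 0.00257). Adjusted over the list alone, 8, 1, 3 and 4 genes of these 4 lists were lower and 1 EMT gene higher. With an estimated correlation, each one's highest value, these were adjusted p = 0.563, 0.563, 0.172, 0.113, 0.548 and 0.698 in that order. Median, mean and test of the difference differed in sign for cell cycle genes (−0.11, −0.02, higher), interferon-stimulated genes (−0.02, 0.06, higher) and leukocyte markers (−0.19, −0.01, higher), none of which passed. Without shRPL6-2 replicate 3 the NF-kB and EMT lists did not pass (adjusted p = 0.172 and 0.355), nor did the EMT list without shRPL6-1 replicates 1 and 3 (0.127 and 0.244). The count of 62 became 29, 27 and 194 without shCont replicates 1, 2 and 3, 17, 14 and 10 without shRPL6-1 replicates 1, 2 and 3, and 8 and 14 without shRPL6-2 replicates 1 and 2. The calls of CLDN1, CNN3, NID1, PLRG1, RPS24 and TYMS held with each library left out, and the other 4 named ended (adjusted p 0.053 to 0.244). That was 2 each without shCont replicates 1 and 2, 2, 3 and 4 without shRPL6-1 replicates 1, 2 and 3, and 4, 2 and 1 without shRPL6-2 replicates 1, 2 and 3.

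**Figure D4:**
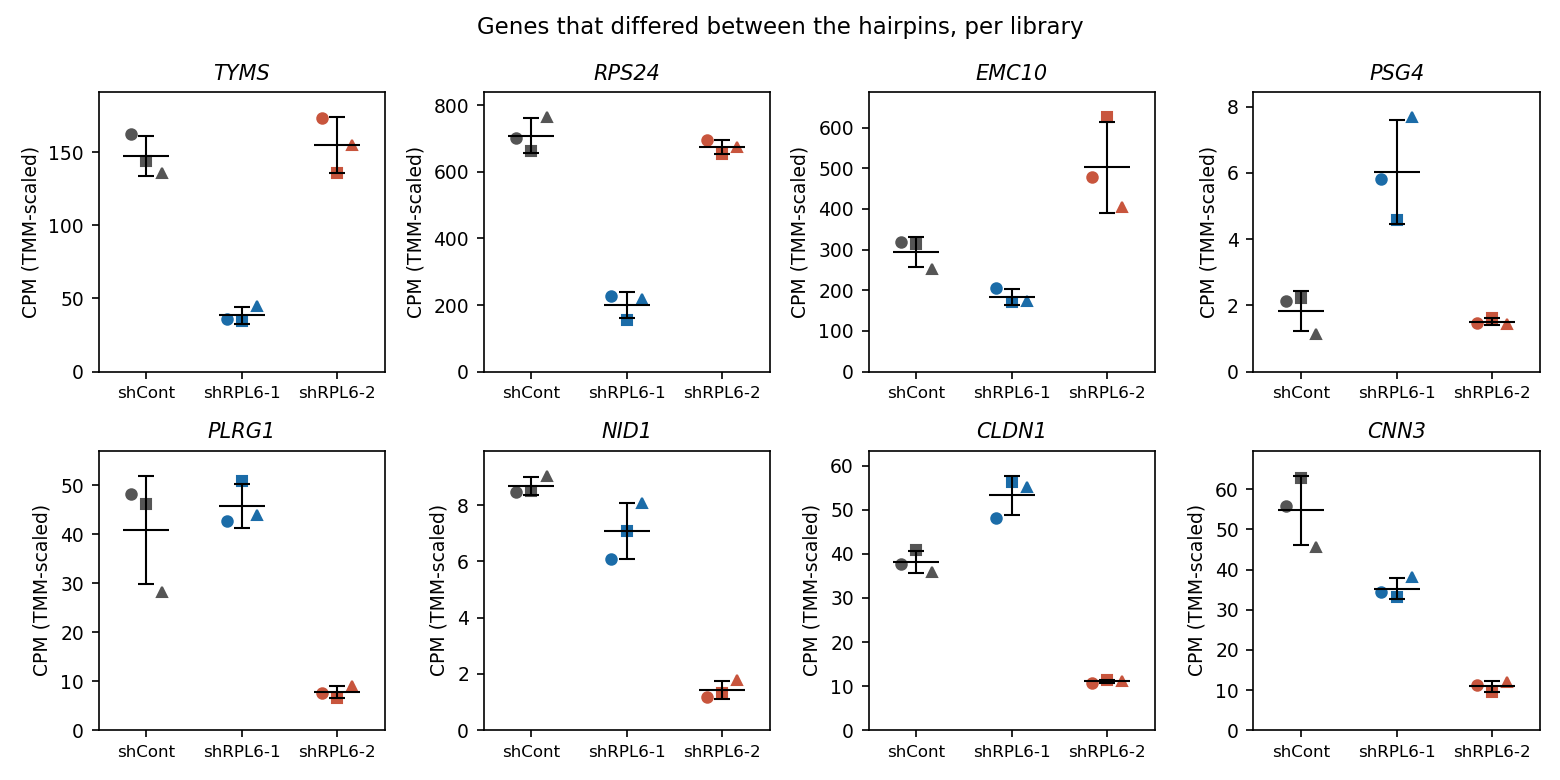
TMM-scaled CPM of TYMS, RPS24, EMC10, PSG4, PLRG1, NID1, CLDN1 and CNN3 in the 9 libraries of shCont, shRPL6-1 and shRPL6-2; circle, square and triangle mark replicates 1, 2 and 3, and black lines and bars give the mean ± SD (n = 3). TYMS was at 147, 38.4 and 155 CPM and CLDN1 at 38.2, 53.3 and 11.1 CPM in shCont, shRPL6-1 and shRPL6-2.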

Values the study reported

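The study reported 1138 differentially expressed genes after RPL6 knockdown, at a log2 fold change limit of 1 and a P limit of 0.05. It reported that the cholesterol synthesis genes HMGCS1, MVK, MVD, FDPS, FDFT1, LSS and SC5D decreased.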

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

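In this part the slopes of each seed against shCont and Fisher's exact tests of seed matches were chosen only after the result was seen.

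The test of the difference between the hairpins called 62 genes, which puts them here. On the log2 scale shRPL6-2 lay above shRPL6-1 by 2.09 for RPS24P8, 2.01 for TYMS, 1.93 for AL009174.1, 1.85 for AC007182.2, 1.75 for RPS24 and 1.45 for EMC10. The difference was −2.56 for PLRG1, −2.30 for NID1, −2.27 for CLDN1, −1.99 for PSG4, −1.69 for CNN3, −1.36 for UBASH3B and −1.04 for ADH5. Lists that differed as a whole had medians of 0.28 for large-subunit and 0.29 for small-subunit ribosomal proteins, −0.41 for EMT and invasion genes, −0.34 for ECM-receptor and focal adhesion genes, −0.40 for the TGF-beta pathway and −0.47 for NF-kB and inflammatory genes. With an estimated correlation none of these lists passed (adjusted p = 0.563, 0.563, 0.698, 0.172, 0.113 and 0.548 in that order). The 10 splits of the 6 hairpin libraries are too few for a share under 0.05. The real split, 1 of 10, gave 62 genes and the highest other 2, while for lists 4 of the 10 splits gave as many as the real one (6, highest other 8).

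Matches of the guides outside RPL6 were weighed against these differences, and no biological difference between the hairpins was tested. The tables argue against near-complete matches for the 11 genes lower with shRPL6-1, none of which has a match of at most 4 mismatches over the 19 bases (0 of 11). Of the 51 genes lower with shRPL6-2, 1, PLRG1, has such a match, with 76.14% of matched sets below that count, and this leaves near-complete matches open there. Each match of the shRPL6-1 seed (7 bases) in a 3′ UTR went with a slope of −0.18 on the log2 difference and each of the shRPL6-2 seed with −0.14, both below all shuffled words (percentile 0 and 0), although for shRPL6-1 only −0.05 of it lay in its own libraries against shCont and 0.13 in those of shRPL6-2, compared with −0.15 and −0.01 for shRPL6-2. Of searched genes called lower, 2 of 7 (28.6%, 1.24% of other genes, Fisher's exact p = 0.00317) and 29 of 48 (60.4%, 12.8%, p = 1.4e-14) carry a match of that hairpin's seed. Only the 3′ UTR of the longest coding transcript was searched, and Fisher's test does not allow for 3′ UTR length. Seed-guided silencing may contribute to part of the genes lower with shRPL6-2, among them NID1, CLDN1, CNN3 and UBASH3B, while PSG4, ADH5 and PLRG1 carry none of its matches. Of the genes lower with shRPL6-1, TYMS, RPS24 and EMC10 carry no match of the shRPL6-1 seed.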

How the results depend on the processing

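The GC correction, the GC and length correction and, for lists, TMM without ribosomal protein and mitochondrial genes were tests chosen only after the result was seen. In all settings RPL6 was lower with both hairpins and past the threshold. DESeq2 size factors and TMM without ribosomal protein and mitochondrial genes moved no count of genes by over 1.5 times and changed no list, and a filter of 1 CPM in 3 libraries moved no such count. Of 177 calls of named genes in the 3 comparisons none reversed in any setting. Among genes above 1 CPM in shCont the simulation recovered 28.4% and 26.9% of 2-fold and 87.9% and 89.4% of 4-fold changes with shRPL6-1 and shRPL6-2. Smaller changes can thus be missed at this depth and number of libraries. Where a result below did not hold, the cause was not tested, apart from the settings that tested more genes or used fewer libraries by construction.

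Named calls ended in 31 cases with no filter, 28 with the 2 compared groups alone, 17 and 18 with limma on log2(FPKM + 0.1) and log2(FPKM + 1), 13 with the GC correction, 17 with the GC and length correction, 1 with TMM without ribosomal protein and mitochondrial genes and 0 with the DESeq2 Wald test. Calls gained were 10 with the DESeq2 Wald test (MVK, MVD, SREBF2, HIF1A, SKIL, CEBPA, COL1A1, MT-CO1 and MT-ND4, lower, and CLDN1, higher, with shRPL6-1), 16 with the GC correction, 17 with the GC and length correction, 13 without shCont replicate 3 and at most 4 with each other setting. They ended in 84, 94 and 0 cases without shCont replicates 1, 2 and 3, 69, 56 and 62 without shRPL6-1 replicates and 45, 27 and 9 without shRPL6-2 replicates, in that order. With the GC correction HSD17B7, SOAT1, RRP12, PES1, TLN1, SKIL, OSGIN1, MT-ND4, MT-CO1, UBASH3B, ADH5 and EMC10 each lost the call with shRPL6-2, and OSGIN1 that with shRPL6-1 too. Among the calls it gained were MVK, MVD, SREBF2, CEBPA and COL1A1, all lower, with both hairpins, LSS, lower, with shRPL6-2, and MT-CO1 and CDH5, lower, and CLDN1 and PLRG1, higher, with shRPL6-1. The GC and length correction gained these calls too except SREBF2 with shRPL6-2, and besides them MT-ND4, lower, with shRPL6-1 and TGFBI, higher, with shRPL6-2. HIF1A with shRPL6-2 ended with the GC and length correction (adjusted p = 0.0623). Calls that ended with it and held with the GC correction were also those of RPS13 with both hairpins, CRB1 with shRPL6-1 and ELOVL6, MDM2, S100A4 and TXNRD1 with shRPL6-2.

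No pairing by replicate number was visible, since 1 of 9 same-number pairs had a correlation of deviations over 0.1 (range −0.466 to 0.252) and 0 libraries matched their own number best. This does not show whether the libraries were prepared in pairs. With the replicate block the calls were 32 with shRPL6-1, 2099 with shRPL6-2, 23 with both and 5 between the hairpins, 89 named calls ended, and the ECM-receptor list passed with shRPL6-1 (adjusted p = 0.0481).

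With no filter 623 genes passed with shRPL6-1, 509 with both and 39 between the hairpins. The EMT (adjusted p = 0.0216), ECM-receptor (0.0128) and TGF-beta lists (0.0422) then passed with shRPL6-1, the study's cholesterol genes (0.0462) and biogenesis factors (0.0259) with shRPL6-2, and HIF-1 (0.0237) and NRF2 targets (0.0494) between the hairpins. With the 2 compared groups alone 839, 2825 and, for both, 611 genes passed. The DESeq2 Wald test gave 2546 with shRPL6-1, 2089 with both and 328 between the hairpins. With limma on log2(FPKM + 1), 35 differed between the hairpins and 127 met the study's limits with both, against 440 with an adjusted p at the study's fold limit.

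The GC correction gave 2558 genes with shRPL6-1, 1935 with both and 192 between the hairpins. Hepatocyte genes then passed (adjusted p = 0.0399) and mitochondrially encoded genes did not (0.177) with shRPL6-1, and the study's cholesterol genes (0.01002), sterol sensing (0.0213), ECM-receptor (0.000535) and NF-kB lists (0.00762) passed with shRPL6-2. The GC and length correction gave 2582, 1873 and 179 genes. Hepatocyte genes passed with shRPL6-1 (0.0235), and with shRPL6-2 the study's cholesterol genes (0.00637), biogenesis factors and ECM-receptor genes (0.0371 for both), NF-kB (0.00393) and mitochondrially encoded genes (0.013).

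With an estimated correlation in camera no list passed. The adjusted p with shRPL6-1 was 0.189 for the study's cholesterol genes, 0.089 for other cholesterol enzymes, 0.189 for sterol sensing, 0.2998 for fatty acid synthesis, 0.2998 and 0.353 for large- and small-subunit ribosomal proteins, 0.322 for biogenesis, 0.0834 for p53 targets, 0.0657 for the unfolded protein response, 0.393 for interferon-stimulated genes, 0.2998 for NRF2 targets and 0.593 for mitochondrially encoded genes. With shRPL6-2 it was 0.265 for other cholesterol enzymes, 0.417 for fatty acid synthesis, 0.265 for each ribosomal protein list, 0.112 for p53 targets, 0.112 for the unfolded protein response and 0.587 for interferon-stimulated genes. Between the hairpins it was 0.563 for each ribosomal protein list, 0.698 for EMT, 0.172 for ECM-receptor, 0.113 for TGF-beta and 0.548 for NF-kB genes.

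The fry test, which asks whether a list's own genes move one way and compares no lists, passed with shRPL6-1 for the integrated stress response and ECM-receptor genes (adjusted p = 0.0436 for both), TGF-beta (0.0096) and hepatocyte genes (0.0377), and did not for interferon-stimulated (0.15) and mitochondrially encoded genes (0.186). With shRPL6-2 it passed for the study's cholesterol genes (0.0147), sterol sensing (0.000301), integrated stress response (0.0224), cell cycle (0.0452), ECM-receptor (0.0474), TGF-beta (0.0205) and NF-kB genes (0.0281), and did not for interferon-stimulated genes (0.153). Between the hairpins it did not pass for ribosomal proteins (0.223 for both lists), EMT (0.357) or NF-kB genes (0.161). In either direction, fry passed with shRPL6-1 for HIF-1 targets (0.00232), integrated stress response (0.000678), cell cycle (0.00131), EMT (0.00157), ECM-receptor (0.00137), TGF-beta (0.0124) and NF-kB genes (0.0285) and not for interferon-stimulated genes (0.0642). With shRPL6-2 it passed for the study's cholesterol genes (0.0082), sterol sensing (0.00302), HIF-1 targets (0.000957), HIF pathway (0.0138), biogenesis (0.00878), integrated stress response (0.000957), cell cycle (0.00193), EMT (0.0115), ECM-receptor (0.000957), TGF-beta (0.0163), NF-kB (0.00117), NRF2 targets (0.000957), mitochondrially encoded genes (0.0267) and fibroblast and endothelial markers (0.00846), and not for interferon-stimulated genes (0.0764). Between the hairpins it passed for HIF-1 targets (0.0315) and cell cycle genes (1.2e-05) and not for large-subunit ribosomal proteins (0.218).

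With each library left out in turn, the lowest and highest counts were 99 (without shCont replicate 2) and 4783 (without shCont replicate 3) with shRPL6-1, 1378 and 7201 with shRPL6-2, 76 and 4260 with both and 566 and 1744 at the study's limits with both, in each case without the same libraries. Between the hairpins they were 8 (without shRPL6-2 replicate 1) and 194 (without shCont replicate 3), and the correlation of fold changes ran from 0.717 (without shRPL6-1 replicate 1) to 0.864 (without shCont replicate 3). Adjusted p of lists with shRPL6-1 ran from 0.000975 to 0.0795 for biogenesis, 0.0185 to 0.172 for EMT, 0.0191 to 0.132 for ECM-receptor, 0.00943 to 0.0686 for NRF2 targets and 0.00377 to 0.432 for mitochondrially encoded genes. With shRPL6-2 it ran from 0.0419 to 0.282 for the study's cholesterol genes, 0.00477 to 0.0554 for other cholesterol enzymes, 0.0446 to 0.129 for sterol sensing, 0.0446 to 0.443 for biogenesis, 0.0446 to 0.293 for NF-kB and 0.0219 to 0.717 for mitochondrially encoded genes. Between the hairpins it ran from 0.00063 to 0.472 for HIF-1 targets, 0.00257 to 0.355 for EMT, 2.8e-05 to 0.172 for NF-kB, 0.0353 to 0.472 for NRF2 targets and 0.0132 to 0.99 for interferon-stimulated genes, whose direction reversed and passed without shRPL6-1 replicate 2 (0.0132).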

Other observations

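In this part the gene families by shared symbol prefix, the sorting of splits by their control side, the GC and knockdown RNA tests of shCont replicate 3 and the ribosomal protein comparison with shCont replicate 3 alone were chosen only after the result was seen.

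Nuclear genes of mitochondrial ribosomes and protein import were higher with both hairpins by camera with a preset correlation. With an estimated correlation none of the families passed (lowest adjusted p = 0.645). Of 114 families of at least 12 tested genes, large-subunit mitochondrial ribosomal proteins (MRPL) had a median log2 fold change of 0.43 with shRPL6-1, where 5 of 49 rose, and 0.57 with shRPL6-2, where 21 rose and 1 fell (camera, adjusted p = 8.9e-06 and 8.2e-07). The small-subunit family (MRPS) was at 0.36, with 3 of 28 higher, and 0.50, with 11 higher (adjusted p = 0.00195 and 0.000565). TIMM genes, of the inner membrane import complexes, were at 0.57, with 5 of 13 higher, and 0.77, with 10 higher (adjusted p = 0.000553 and 0.00173). Subunits of RNA polymerases (POLR) were at 0.34, with 6 of 31 higher, and 0.40, with 13 higher and 3 lower (adjusted p = 0.00195 and 0.00687). With the GC and length correction the shRPL6-1 medians of MRPL, MRPS, TIMM and POLR were 0.32, 0.38, 0.39 and 0.27. The preset correlation then gave camera adjusted p = 0.000328, 0.00103, 0.000817 and 0.00341 in that order. Cytochrome oxidase genes (COX) passed with shRPL6-2 (0.37, 7 of 22 higher, adjusted p = 0.0167). NBPF genes, near-identical copies that can share reads, were lower with shRPL6-2 (−0.85, 6 of 13 lower, adjusted p = 0.0359), which ended with the GC and length correction (0.0895).

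At the study's limits 756 genes passed in the same direction with both hairpins. That is lower than the count quoted from the study above. The 756 became 1744, above the quoted count, without shCont replicate 3, and 127 with limma on log2(FPKM + 1). How the study combined the hairpins for its count is not stated in the sources used here, so the sets can be unlike. With shRPL6-1 alone 1149 passed, with shRPL6-2 alone 2194 and with 1 or both 2586. Of 100 of the 840 splits of the 9 libraries, 5 gave as many as 756 (highest other 925), a share that by itself does not exclude chance. The 4 others, 816 to 925, had the shCont libraries as their control side and regrouped hairpin libraries alone, and of the 95 splits with a mixed control side 0 gave as many (highest 589). For the genes changed with both hairpins by adjusted p, 1 of the 100 splits, the real one, gave 1145 and the highest other 999. That share is under 0.05 if the libraries are exchangeable. Libraries of a group may not be separate cultures, so the splits cannot exclude a difference between cultures. The 4 others with the shCont libraries as their control side gave 683 to 999, and the 95 with a mixed control side at most 3. For shRPL6-1 and shRPL6-2 against shCont the 10 splits of 6 libraries are too few for a share under 0.05. The real splits, 1 of 10 each, gave 1374 and 4499 genes and the highest others 3 and 0. For lists 1 and 2 of the 10 splits gave as many as the real 12 and 7, the highest others giving 10 and 9.

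The library shCont replicate 3 lay apart from shCont replicates 1 and 2, at a root mean square log2 distance of 0.683 and 0.662 against 0.339 between those. The tables argue against RNA of knockdown cells or a wrong label in it, since RPL6 there was 0.9403 of its mean in shCont replicates 1 and 2 (exact 95% interval 0.919 to 0.963, which covers counting error only), where the shift of the genes changed with both hairpins would put it at 0.636. A GC content trend between libraries may contribute, because after the GC correction the mean distance fell from 1.086 to 0.9843 of the largest within a hairpin group. At 0.536 and 0.529 it remained above the 0.338 between the others, so the trend covers part of the gap at most. What else sets the library apart stays open, and a biological difference between cultures of shCont was not tested.

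Ribosomal protein genes were higher while p53 targets were lower, the pattern weighed last. A GC content and length trend is argued against as the whole of either, as far as coarse matching can tell. The 78 ribosomal protein genes lay at percentile 100 and the 24 p53 targets at percentile 0 of 10000 lists matched on GC content, length and level. Matching was in coarse bins, so a trend inside a bin stays open. Ribosomal protein medians were 0.53 and 0.86 and those of matched lists 0.17 and 0.30, so such a trend may cover part of the rise. Lists were drawn gene by gene, so the percentiles do not allow for genes that move together. Reads moving from pseudogenes to ribosomal protein genes are argued against as the whole of the rise by the 137 ribosomal protein pseudogenes. Their medians were 0.4746 with shRPL6-1 and 0.73 with shRPL6-2. Pseudogenes can share reads with their parents and rise with them, so a move of part of the reads stays open. Against shCont replicate 3 alone the p53 targets were at −0.53 and −0.54 (percentile 0) and ribosomal protein genes at 0.20 and 0.48, above the central 95% of matched lists (upper bounds 0.123 and 0.239), but a single control library gives no spread between controls, so high values in shCont replicates 1 and 2 alone stay open. A response to the knockdown, the difference that the groups name, stays open as untested, as does a difference between cultures, and neither list passed with an estimated correlation (adjusted p = 0.0834 for p53 targets and 0.3 for the large subunit with shRPL6-1).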
